A study of Mus musculus with 52 samples. Its data were reported in "The non-canonical SMC protein SmcHD1 antagonises TAD formation and compartmentalisation on the inactive X chromosome" (2019).

How the data were processed

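Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors in clonal female mouse embryonic fibroblasts (MEFs) from an interspecific cross, in which the same X chromosome is inactive in every cell. The labels describe 52 libraries, of which 28 are immunoprecipitations and 24 are inputs. The antibodies were against SmcHD1, a chromosomal protein of the inactive X, against the histone mark H3K27me3, against the insulator protein CTCF and against the cohesin subunit Rad21. The genotypes were wild type (wt), a germline SmcHD1 null mutant (mut) and a somatic SmcHD1 knockout made with CRISPR (somKO), which has 2 clones. According to the methods of the study, the knockout was made in another wild-type clone than the one that gave the wt lists, so that somKO and wt differ in clone as well as in SmcHD1. Chromatin for SmcHD1 and Rad21 was fixed with a longer crosslinker in addition to formaldehyde, and chromatin for CTCF with formaldehyde alone, so that lists of different antibodies differ in more than the target.

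The values analysed were 8 peak lists, which together cover 24 of the libraries. Each list was made by the authors from the merged reads of all replicates of a group: 3 libraries for SmcHD1 in wt and 3 in mut, 3 for CTCF in wt, 3 in mut and 4 in somKO, and 2 for Rad21 in wt, 2 in mut and 4 in somKO. According to the methods of the study, reads were aligned with bowtie2 to a mouse genome in which strain variants were masked, and narrow peaks were called with MACS2 below a q-value threshold on reads of both alleles together. The peak lists therefore do not separate the active from the inactive X. The version of MACS2 and the use of the inputs in peak calling were not stated. H3K27me3 and input libraries were not analysed here.

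The deposited lists give a chromosome, a start, an end and a score for each peak. The score column was read as 10 times -log10 of the q-value, because the lowest score in each of the 8 lists was 13, which is the whole part of that expression at the authors' threshold. This reading is inferred, and the deposited score was used only to rank or filter peaks within their own list. The lists hold no read counts, so that the depth of the libraries is unknown, and the length of a list depends on depth and on the number of libraries merged. Because each group has 1 list, there is no spread between replicates, and no p-value was computed from peaks, which are not replicates.

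Positions are on the mouse build mm10 (GRCm38) and are given from 1. Genes were taken from GENCODE release M21, and the Dxz4 locus and the chromosome lengths from the RefSeq annotation of the same build. A peak was called intergenic if its midpoint lay in no annotated gene. A peak was called gained if it overlapped no wt peak of the same antibody by at least 1 bp, and lost if it was a wt peak that overlapped no peak of the other genotype.

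The yardstick for chromosome X was the mean and standard deviation (SD) over the 19 autosomes in the same pair of lists, with the rank of X among 20 chromosomes, where rank 1 is the highest. Shares carry 95% Wilson confidence intervals, which cover counting error only. Overlap of SmcHD1 peaks with CTCF or Rad21 peaks was set against 1000 random placements of the SmcHD1 peaks on the same chromosome, between the first listed peak and the end of the chromosome, without regard to gaps or mappability. The relation along X between SmcHD1 peak number and gained share was measured with Spearman's rho over windows of 1 Mb that held at least 5 peaks. It was tested two-sided against 10000 circular rotations of the SmcHD1 windows, drawn from the 171 shifts that exist, with Benjamini-Hochberg adjustment over 4 relations.

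The overlap and rotation steps were tested on simulated data made from the CTCF wt list for the comparison of mut with wt, with 30% of X peaks and 10% of autosomal peaks gained. The shares measured were 29.8% on X, over 2623 peaks, and 10.0% on the autosomes, over 55083 peaks. When gains followed SmcHD1 density, rho was 0.699 and no rotation reached it. The 10000 draws repeat 171 shifts, so that a p under 0.00581 is not resolved. The rotation test was not well calibrated for the question of where gains fall. With gains at random positions, 20 of 20 simulated lists gave a p under 0.05, with rho from -0.509 to -0.313. With gains placed near wt peaks, 5 of 20 did, with rho from -0.279 to 0.0167. The gained share falls where retained peaks are dense, so that rho depends on peak density as well as on gains, and lists without a relation lean to negative rho. The test is therefore biased against a positive relation, and its p-values decide nothing about where gains fall.

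Steps along a chromosome were searched for after the data were seen. At each edge of a 1 Mb grid that left at least 20% of the wt CTCF peaks on either side, the log2 change of the CTCF peak number was taken on both sides, and the edge with the largest difference relative to its counting error was kept. Rad21 was measured at the same edge. Every chromosome was treated in this way, so that the steps of autosomes serve as the yardstick for X.

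Sequences of SmcHD1 peaks were matched with blastn (BLAST+ 2.17.0, megablast task, no low-complexity filter). A match required at least 95% identity over at least 80% of the peak. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

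Before the data were examined, the following alternatives were fixed: a score of at least 50, peaks within 1 kb merged, lists of equal length (57798 CTCF peaks and 66031 Rad21 peaks with the highest scores), overlap of 50% of both peaks, midpoints within 500 bp, strong peaks counted against the full other list, wt SmcHD1 peaks without those that overlap a mut peak, protein-coding genes only, genes extended by 1 kb upstream, median and scaled median absolute deviation, and windows of 2 Mb and 500 kb. Another 3 were added after the data were seen: rotation by base pairs, autosomes without chromosome 5, and SmcHD1 peaks with no further match on their own chromosome. Leaving out replicates was not possible with merged lists. The loci named were fixed before the data were examined. They were loci the study names as targets or landmarks, the 3 windows of 1 Mb with the most SmcHD1 wt peaks on X and the 3 on autosomes, and for CTCF and Rad21 the 3 X peaks with the highest rank in mut that overlapped a somKO peak and no wt peak.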

Results

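The data comprised 8 lists of ChIP-seq peaks from female MEFs: SmcHD1 in wt and mut cells, and CTCF and Rad21 in wt, mut and somKO cells. Each list came from merged libraries, so that no value below has a replicate error, and the depth is unknown. Differences between X and autosomes are given against the spread of the autosomes within the same lists.

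To locate SmcHD1, peaks in wt cells were compared with peaks in mut cells, which lack the protein and give the background of the antibody. The wt list held 6993 peaks and the mut list 244. Of the wt peaks, 2.33% overlapped a mut peak (95% interval 2.00 to 2.71), a share that the short mut list keeps low. Of the mut peaks, 68.0% overlapped a wt peak. The median peak was 316 bp wide in wt and 322 bp in mut. Keeping scores of at least 50 left 2971 wt peaks.

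Chromosome X carried 1792 of the 6993 wt peaks, a share of 25.6% (24.6 to 26.7), whereas X makes up 6.49% of the assembled length of X and autosomes. In the mut list, 1 of 244 peaks was on X, a share of 0.410% (0.0724 to 2.28). The wt density on X was 10.5 peaks per Mb, against 2.00 ± 2.32 (mean ± SD of the 19 autosomes), a difference of 3.65 SD. Chromosome 5 ranked above X with 11.01 peaks per Mb, whereas with scores of at least 50 X ranked first at 4.19 and chromosome 5 had 3.39. Over the 18 autosomes other than chromosome 5, the density was 1.49 ± 0.821 peaks per Mb and the highest value was 2.69. The X share moved most when peaks with a further near-identical sequence on their own chromosome were left out, an alternative chosen after seeing the data. X then carried 494 of 3674 peaks, a share of 13.4% (12.4 to 14.6).

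**Figure D1:**
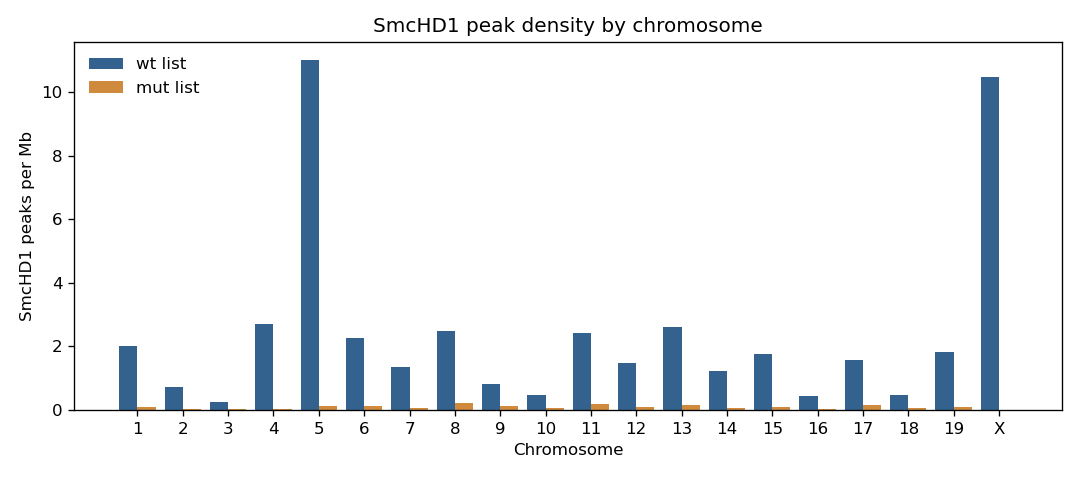
SmcHD1 peaks per Mb (vertical axis) on each autosome and X (horizontal axis) in the wt list and in the mut list, with 1 list per genotype and no error bars. Chromosome 5, at 11.01 peaks per Mb, and X, at 10.5, stand above the remaining autosomes, none of which exceeds 2.69 in wt.

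The split between genes and intergenic sequence was compared next. On X, 73.3% of SmcHD1 wt peaks were intergenic (71.2 to 75.3), and 69.8% of the chromosome is intergenic. On autosomes the share was 45.7% (44.4 to 47.1), and 52.8% of autosomal sequence is intergenic. The comparison with sequence depended on the gene set. With protein-coding genes only, the autosomal share was 58.4% (57.1 to 59.8), against 59.7% of sequence, and the X share 77.5% (75.5 to 79.3), against 73.7%. With genes extended by 1 kb upstream, the autosomal share was 40.9% (39.5 to 42.2), against 51.6% of sequence, and the X share 69.7% (67.5 to 71.8), against 68.6%.

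The 3 windows of X with the most SmcHD1 wt peaks were 123000001 to 124000000 with 155 peaks, 148000001 to 149000000 with 107 and 33000001 to 34000000 with 93. None of them held a mut peak. The first includes Cldn34c1, Cldn34c2 and Cldn34c3, the second Luzp4, and the third Btbd35f12 and other members of its family. On autosomes the windows were on chromosome 1 from 85000001 to 86000000 with 282 peaks, around Sp100, Sp110 and Sp140, on chromosome 5 from 15000001 to 16000000 with 111, around Speer4c and Speer4d, and on chromosome 8 from 20000001 to 21000000 with 111, around Defb33. The window on chromosome 8 held 17 mut peaks and that on chromosome 1 held 1. In the X windows, 97.5% of peak sequences (95.3 to 98.7) had a further match on X.

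Loci of interest to the study were examined in all lists. The protocadherin cluster, on chromosome 18 from 36930184 to 37841873, held 1 SmcHD1 wt peak and no mut peak. It held 57 CTCF peaks in wt, 63 in mut and 70 in somKO, and 36, 52 and 65 Rad21 peaks in the same order. The cluster from Magel2 to Peg12, on chromosome 7 from 62377010 to 62464510, held no SmcHD1 peak in either list. It held 9 CTCF peaks in wt, 8 in mut and 9 in somKO, and 4, 7 and 7 Rad21 peaks in the same order. The study reported SmcHD1 enrichment at the protocadherin locus and at the imprinted region that includes Magel2 and Peg12. That report used binned ratios of immunoprecipitation to input, and for the imprinted region also peaks shared with an earlier data set. Counts of listed peaks within these bounds are another measure and do not show that SmcHD1 is absent there. Firre, on X from 50555744 to 50635321, held 1 SmcHD1 wt peak, 18 CTCF peaks in wt, 16 in mut and 16 in somKO, and 18, 17 and 17 Rad21 peaks in the same order. Dxz4, annotated as 4933407K13Rik on X from 75725458 to 75764699, held 7 SmcHD1 wt peaks, 12 CTCF peaks in wt, 10 in mut and 15 in somKO, and 15, 14 and 15 Rad21 peaks in the same order. Xist, on X from 103460366 to 103483254, held no SmcHD1 peak, and 4 CTCF peaks in wt, 2 in mut and 6 in somKO. Rad21 peaks at Xist numbered 4 in wt, 1 in mut and 4 in somKO.

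SmcHD1 wt peaks were then set against CTCF and Rad21 peaks of the same genotype. On X, 8.43% overlapped a CTCF peak (7.23 to 9.80), against 1.16% ± 0.250 (SD) in random placements. On autosomes the share was 24.5% (23.3 to 25.7), against 3.12% ± 0.240. For Rad21 the shares were 11.9% on X (10.5 to 13.5), against 1.24% ± 0.263, and 30.7% on autosomes (29.5 to 32.0), against 4.03% ± 0.261. Each observed share was above the highest of its 1000 placements. With midpoints within 500 bp, the autosomal share at Rad21 was 24.0%.

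The study asked whether CTCF and cohesin return to the inactive X without SmcHD1. From reads assigned to alleles within peaks, it reported that both proteins came back at many sites in mut and somKO. The lists pool both alleles, so that only a change on X as a whole can be seen here. A site with a wt peak from the active X is not counted as gained when the inactive X is bound again. The gained shares below therefore neither show nor exclude such a return. CTCF lists held 60204 peaks in wt, 57798 in mut and 69736 in somKO. Rad21 lists held 67655, 66031 and 89974. The somKO lists were made from more libraries than the others, so that their length cannot be read as more binding.

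In mut, the CTCF peak number on X went from 1942 to 1636. The log2 change on X was -0.25, against -0.06 ± 0.12 on autosomes, a difference of -0.19 or -1.60 SD, and X ranked 19 of 20. For Rad21 the number on X went from 1852 to 1477. Its log2 change was -0.33, against -0.05 ± 0.17, a difference of -0.28 or -1.66 SD, and X ranked 20 of 20. In somKO, the CTCF change on X was 0.34, against 0.21 ± 0.08, a difference of 0.13 or 1.68 SD with rank 2. For Rad21 it was 0.52, against 0.41 ± 0.10, a difference of 0.11 or 1.09 SD with rank 3. X thus moved in opposite directions relative to autosomes in the mut and somKO lists, and each of the 4 differences was within 2 SD of the autosomes. The size of all 4 moved by less than 1 SD under the alternatives tried for them. The yardstick mattered more: against the median and scaled median absolute deviation of the autosomes, which give outlying chromosomes less weight, X in somKO was 3.48 units above the autosomes for CTCF and 2.65 for Rad21, while X in mut was -1.34 and -1.32 units from them.

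The fall of X in mut was not even along the chromosome. A scan chosen after the data were seen placed the largest step of the CTCF change at 83 Mb. Before that position the log2 change on X was -0.03 for CTCF, from 892 to 871 peaks, and 0.00 for Rad21, from 837 to 836. Beyond it the change was -0.46 for CTCF, from 1050 to 765 peaks, and -0.66 for Rad21, from 1015 to 641. The gained share also differed, at 14.1% before the step (11.97 to 16.6) and 3.66% beyond it (2.54 to 5.24) for CTCF, and at 22.1% (19.4 to 25.1) and 7.33% (5.56 to 9.61) for Rad21. In somKO the CTCF change was 0.36 before the same position and 0.31 beyond it. Steps of like or larger size were seen in mut on chromosomes 3, 4 and 14. By size of step, X ranked 4 of 20 chromosomes for CTCF and 3 of 20 for Rad21.

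**Figure D2:**
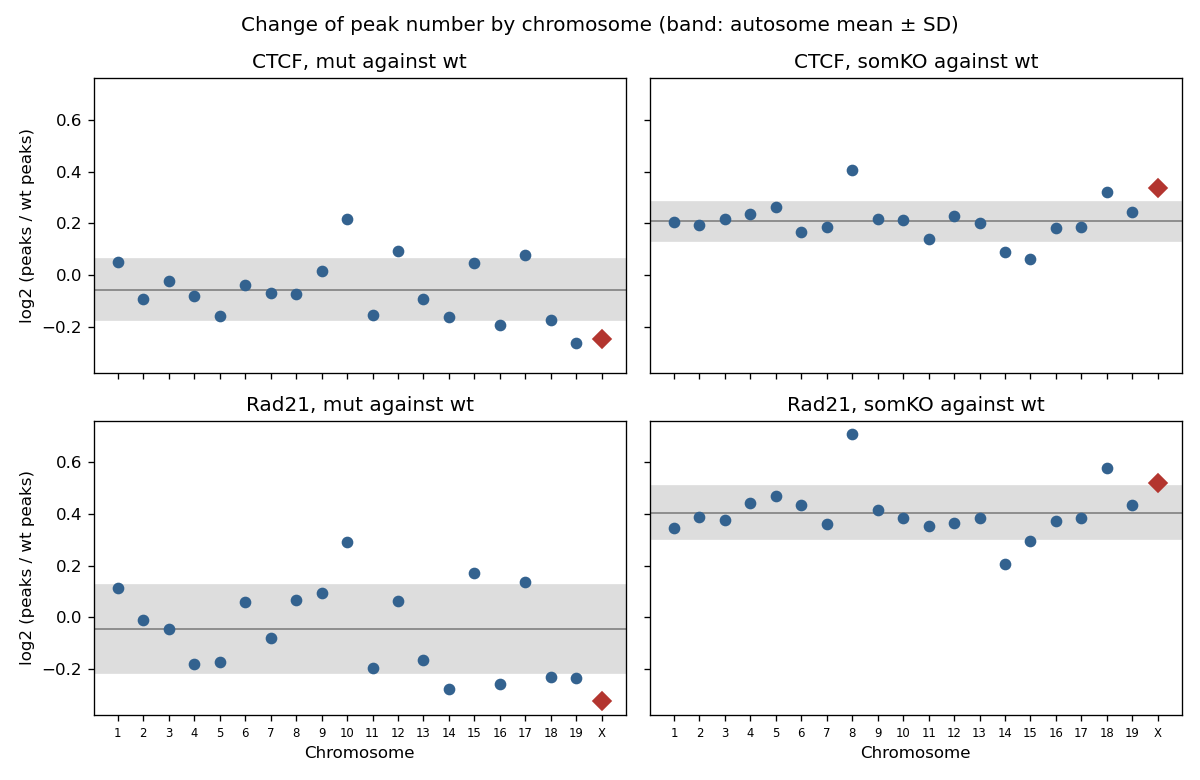
The log2 ratio of peak number to the wt peak number (vertical axis) by chromosome (horizontal axis) for CTCF and Rad21 in mut and somKO, where circles are autosomes, the diamond is X and the band is the autosome mean ± SD. X lies below the band in both mut plots, at -0.25 and -0.33, and above it in both somKO plots, at 0.34 and 0.52, and chromosome 8 has the highest value in both somKO plots.

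Peaks gained relative to wt were counted next. In mut, 151 of 1636 CTCF peaks on X were gained, a share of 9.23% (7.92 to 10.7), against 16.8% ± 3.93 over the autosomes, a difference of -1.91 SD. For Rad21 it was 232 of 1477 peaks or 15.7% (13.9 to 17.7), against 26.8% ± 5.31, a difference of -2.09 SD. X ranked 20 of 20 for both antibodies in mut, and 18 of 20 for CTCF when overlap of 50% of both peaks was required. These differences lay close to 2 SD and fell on either side of it with the setting, from -1.39 to -2.17 SD for CTCF and from -1.90 to -2.45 SD for Rad21. In somKO, 26.7% of CTCF peaks on X were gained (25.0 to 28.5), against 22.2% ± 3.53, and 38.7% of Rad21 peaks (36.9 to 40.6), against 37.4% ± 4.54. Both somKO differences were within 2 SD of the autosomes. The shares themselves depended on the definition of overlap and, in somKO, on list length. With lists of equal length, the gained shares on X in somKO were 16.7% for CTCF and 25.2% for Rad21. In mut they were 9.54% and 16.3%. When overlap of 50% of both peaks was required, the gained shares on X in mut were 22.3% for CTCF and 36.6% for Rad21, and in somKO 38.4% and 58.4%.

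Of the wt CTCF peaks on X, 23.7% were lost in mut (21.9 to 25.7), against 19.4% ± 4.41 on autosomes, and 5.25% in somKO (4.35 to 6.34), against 7.59% ± 1.90. Of the wt Rad21 peaks on X, 34.7% were lost in mut (32.6 to 36.9), against 28.5% ± 5.50, and 5.40% in somKO (4.46 to 6.52), against 7.27% ± 2.42. All 4 differences were within 2 SD of the autosomes. The CTCF difference in somKO, which was -2.34 points, changed sign to 2.57 points when overlap of 50% of both peaks was required. The level of the lost shares moved far more. With that overlap, 22.3% of wt CTCF peaks on X were lost in somKO, against 19.8% ± 3.71 on autosomes, and 40.4% of wt Rad21 peaks, against 41.3% ± 5.12. In mut the lost shares on X were then 34.6% for CTCF and 49.5% for Rad21. Many peaks counted as retained in somKO thus did not share 50% of both peaks with a peak of the other list. A peak inside a much wider one also fails this rule, so that partial overlap and a difference in width were not told apart. The median Rad21 peak was 581 bp wide in wt and 643 bp in somKO.

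**Figure D3:**
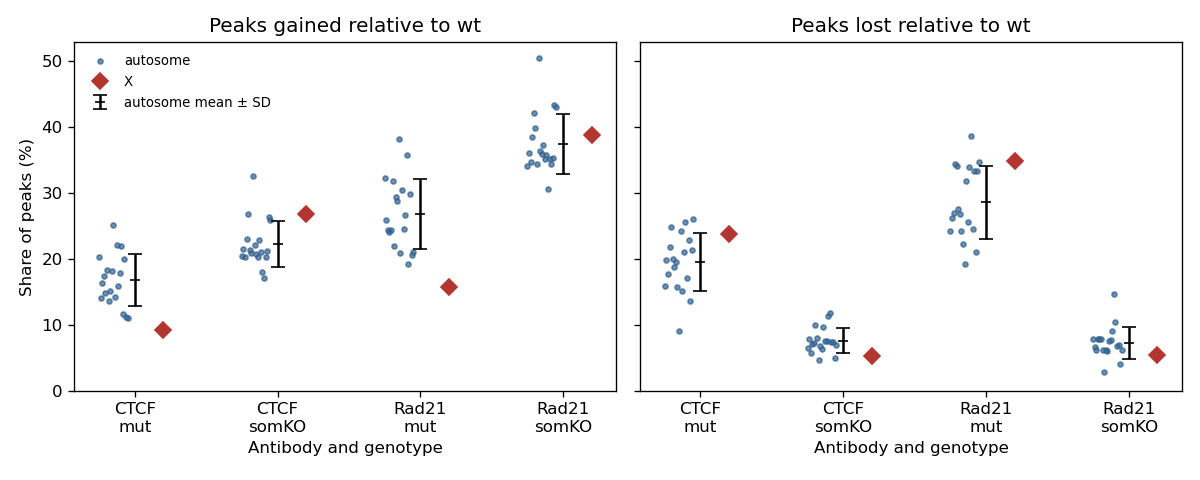
Share of peaks (vertical axis, %) gained or lost relative to wt for each antibody and genotype, where points are the 19 autosomes, bars their mean ± SD and the diamond X. The gained share of X in mut, 9.23% for CTCF and 15.7% for Rad21, lies below every autosome.

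The peaks gained in mut were compared with the somKO list. On X, 100 of 151 gained CTCF peaks were present in somKO, a share of 66.2% (58.4 to 73.3), against 49.4% ± 9.23 over the autosomes. For Rad21, 163 of 232 were present, a share of 70.3% (64.1 to 75.8), against 51.4% ± 7.27. Both lists were compared with the same wt list, which by itself raises such shares. Unchanged lists simulated to the same lengths and gained shares, with 4 candidate sites per peak, gave 80.1% on X and 60.3% on autosomes for CTCF, and 78.2% and 60.9% for Rad21. The observed shares were below these values, and the simulated lists showed a like difference between X and autosomes. When overlap of 50% of both peaks was required, the difference between X and autosomes was 1.86 points for CTCF and -0.287 points for Rad21, and the shares on X were 43.6% and 29.2%.

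Among these X peaks, the 3 with the highest CTCF rank in mut were intergenic. They lay at 54658342 to 54658616, 19.5 kb from Gm16430, at 166661515 to 166661786, 0.374 kb from Gm1720, and at 26146121 to 26146371, 54.4 kb from Gm2012. Their percentiles within the mut list were 53.9, 53.2 and 46.0. The 3 with the highest Rad21 rank lay at 52651411 to 52652677, 33.0 kb from A630012P03Rik, at 50549707 to 50550766, 5.51 kb from Firre, and at 6832549 to 6832944 in an intron of Dgkk. Their percentiles were 76.3, 69.9 and 69.5, and each overlapped a CTCF peak in wt, mut and somKO. Over all such peaks the median percentile was 18.4 for CTCF and 26.5 for Rad21.

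Along X, the gained share was compared with the number of SmcHD1 wt peaks in windows of 1 Mb. For CTCF in mut, rho was 0.214 over 104 windows (rotation p 0.0963, adjusted 0.281). For CTCF in somKO it was 0.135 over 129 windows (p 0.140, adjusted 0.281). For Rad21 it was 0.179 in mut over 91 windows (p 0.258, adjusted 0.344) and 0.00951 in somKO over 124 windows (p 0.937, adjusted 0.937). These p-values neither show nor exclude a relation. Simulated lists with gains unrelated to SmcHD1, made for CTCF in mut only, mostly gave a negative rho, so that rotations centred near 0 work against a positive relation. The observed rho of 0.214 was above the highest of the 20 lists of either kind, -0.313 and 0.0167. Those lists had 30% of X peaks gained, more than the list of mut, so that the comparison does not settle the question. Windows with fewer than 5 peaks were left out, and with them most windows dense in SmcHD1, except for CTCF in somKO. Of the 10 densest, 1 entered the test for CTCF in mut, 0 for Rad21 in mut and 3 for Rad21 in somKO. For CTCF in somKO 6 did. Windows are also not independent replicates.

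**Figure D4:**
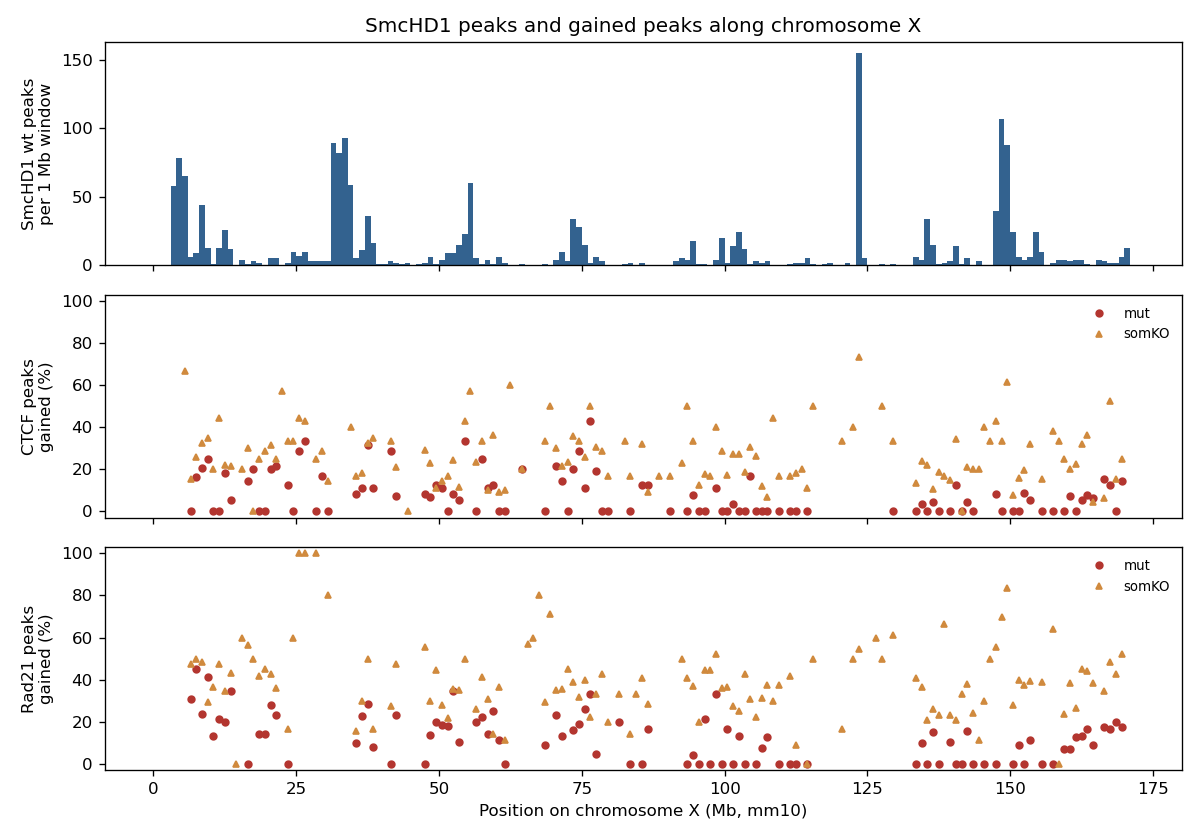
SmcHD1 wt peaks per 1 Mb window (top) and the share of CTCF (middle) and Rad21 (bottom) peaks gained in mut (circles) and somKO (triangles), in %, against position on X in Mb, for windows with at least 5 peaks. The window with the most SmcHD1 peaks, 155, starts at 123000001. In somKO 73.3% of its 15 CTCF peaks were gained, the highest CTCF share in somKO among the windows shown, and 54.5% of its 11 Rad21 peaks. In mut it held 3 CTCF and 2 Rad21 peaks and is not shown.

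X peaks were also ranked within their lists. The median percentile of CTCF peaks on X was 52.0 in wt, 53.4 in mut and 52.1 in somKO, within 2 SD of the autosomes in each. For Rad21 it was 57.6 in wt, against 49.9 ± 2.06 on autosomes, 59.6 in mut, against 50.0 ± 2.74, and 56.4 in somKO, against 49.9 ± 2.45. These were 3.74, 3.50 and 2.66 SD above the autosomes.

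Rad21 peaks were compared with CTCF peaks of the same genotype. On X, 69.4% of Rad21 peaks in wt overlapped a CTCF peak (67.2 to 71.4), against 58.5% ± 2.76 on autosomes. In mut the share was 74.3% (72.1 to 76.5), against 58.5% ± 3.92, and in somKO 65.4% (63.6 to 67.2), against 54.5% ± 3.39. X was 3.96, 4.03 and 3.21 SD above the autosomes in wt, mut and somKO. With overlap of 50% of both peaks, the shares on X were 42.2%, 48.3% and 38.1% in the same order. With lists of equal length they were 70.7%, 74.3% and 78.3%, so that somKO was then the highest. The order of the genotypes therefore depends on list length. X stayed above the autosomes with equal lengths, by 4.11, 4.03 and 4.05 SD.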

Values the study reported

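The study reported that over 25% of the SmcHD1 peaks lay on the X chromosome. It gave the part of peaks outside genes as 65% for X and 30% for autosomes.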

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

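The tests of sequence matches and of list length were set out before their results were seen, and the test of a lost segment was chosen only after the result was seen.

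SmcHD1 peaks were listed on the Y chromosome, although the cells are described as female. The wt list held 47 such peaks among 6993, and the mut list 2 among 244. These counts do not show a higher share of the list on Y in wt. CTCF lists held 31, 33 and 28 Y peaks in wt, mut and somKO, and Rad21 lists 34, 34 and 32. Reads shared between X and Y were tested by sequence. Of the SmcHD1 Y peaks, 48.9% had a near-identical match on X (35.3 to 62.8), against 14.5% of 200 random Y segments (10.3 to 20.0). Of the 23 peaks in the last 1 Mb of Y, 13 matched X, and of the other 24 peaks 10 did. The share was above that of random segments but short of most peaks, so that shared reads may account for part of the Y peaks, while the origin of the rest stays open. No biological explanation was tested.

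X moved in opposite directions relative to autosomes in mut and somKO. The difference between somKO and mut in the log2 change on X relative to autosomes was 0.32 for CTCF and 0.39 for Rad21. It was not tested, since there is 1 list per genotype. The tables argue against list length as the cause: with lists of equal length the difference was 0.33 for CTCF and 0.45 for Rad21. A lost segment of X in mut cannot be told apart from a regional change in binding. The CTCF change in mut stepped by -0.42 at 83 Mb, with the fall on the distal side for both antibodies and a change near that of the autosomes on the proximal side. Larger CTCF steps were found in mut on chromosomes 3, 4 and 14, at -0.51, 0.75 and -1.22, so that steps are not a feature of X alone. The step of chromosome 14, at 64 Mb, was also found in somKO, at -0.49 for CTCF and -0.77 for Rad21. It is thus not particular to mut. The largest CTCF steps of chromosomes 3 and 4 in somKO were -0.05 and 0.08, at other positions. According to the study, the autosomes of these lines mix the strains of the cross and X does not, so that autosomal steps can have another origin and are a weak yardstick. X was 0.73 SD above the mean size of the autosomal steps for CTCF and 1.05 SD for Rad21. Chromosomes 3, 4 and 14 widen these SDs. The next largest CTCF step on an autosome in mut was 0.20, on chromosome 10, which is smaller than that of X. In somKO the largest CTCF step on X was -0.10. The clones and the number of libraries merged differ between genotypes, and the wt lists do not come from the clone in which the somKO was made. The study describes both somKO clones as triploid, and it corrected its RNA counts for differences in chromosome copy number. Copy number of X, clone and the time at which SmcHD1 was lost are confounded with genotype and stay open, the last as an untested biological explanation.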

How the results depend on the processing

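No paired analysis was possible because each list merges the replicates of its group. For the same reason no replicate could be left out. A value was taken as moved when it left the 95% interval of a share, 1.5 times a count or 1 SD of the autosomes. The match alternative was chosen after seeing the data.

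With scores of at least 50, the SmcHD1 wt list held 2971 peaks, of which 3.53% overlapped a mut peak, the X share was 24.1% and the X excess over the autosome mean was 3.33 peaks per Mb, or 4.50 SD. Leaving out peaks with a further match on their own chromosome brought the X share to 13.4% and the excess to 1.63 peaks per Mb, or 0.80 SD. The autosomes then had an SD of 2.03, which chromosome 5 widens. With protein-coding genes only, 77.5% of X peaks and 58.4% of autosomal peaks were intergenic, and with genes extended upstream 69.7% and 40.9%.

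With 50% overlap of both peaks, 1.52% of SmcHD1 wt peaks overlapped a mut peak. The X difference in CTCF peaks lost in somKO reversed to 2.57 points and that of Rad21 peaks gained in mut and present in somKO to -0.287 points; the cause was not tested. The CTCF counterpart was 1.86 points. With equal list lengths, the CTCF lost difference in somKO was -4.28 points, the Rad21 difference in peaks present in both was 11.3 points, and rho for CTCF in somKO reversed to -0.0388. The cause was not tested. With 500 kb windows, rho for Rad21 in somKO reversed to -0.0265, again with the cause not tested; both rho values were near 0. With midpoints within 500 bp, the Rad21 lost difference in somKO was -6.29 points, and the shares of SmcHD1 peaks at other peaks were 20.7% for CTCF on autosomes, and 9.77% on X and 24.0% on autosomes for Rad21.

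The median and scaled median absolute deviation put X in somKO 3.48 units above the autosomes for CTCF and 2.65 for Rad21, against 1.68 and 1.09 SD with the mean. The deviation was 0.04 and 0.05, against SDs of 0.08 and 0.10, since chromosomes 8, 14, 15 and 18 widen the SD.

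In all, 99 of the values of the main comparisons stayed within these limits, 18 moved and 4 changed sign. Of the separate X and autosome shares, 75 moved and 9 did not. Some left narrow counting intervals by little, but with 50% overlap all 26 moved, many by far more than counting error: the share of wt Rad21 peaks lost in somKO went from 5.40% to 40.4% on X and from 7.27% to 41.4% on autosomes, and that of CTCF peaks from 5.25% to 22.3% on X and from 7.72% to 20.1% on autosomes. With strong peaks against the full other list, the Rad21 shares were 2.08% and 2.68%. List length mattered as well: with equal list lengths, 19 of the separate shares moved and 7 did not. On X in somKO the gained shares were then 16.7% for CTCF and 25.2% for Rad21, and the lost share of Rad21 was 9.91%. The separate shares therefore hold only for their definition of overlap and their list length. No alternative brought a rotation p under 0.05, in a test biased against a positive relation.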

Other observations

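The tests of antibody background and copy number for chromosome 5, of copies over the whole of X, and of peak strength for the gained share were chosen or reworded only after the result was seen.

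The intergenic share of autosomal SmcHD1 peaks here was 45.7%. That is higher than the value quoted from the study above. The share on X was 73.3%. That is also higher than the value quoted for X. The study does not state its gene set or its rule for placing a peak in a gene. With the gene sets tried here, the shares ran from 40.9% to 58.4% on autosomes and from 69.7% to 77.5% on X. The values are therefore not like for like, and the difference does not show that the lists disagree with the study.

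The X excess of SmcHD1 peaks rested in part on sequence present in more than 1 copy. A further near-identical match on X existed for 72.4% of X peaks (70.3 to 74.5), against 22.6% of 500 random X segments (19.2 to 26.5) and 49.4% of peaks on the 18 autosomes other than chromosome 5, matched within their own chromosome. In the 3 densest X windows it was 97.5%, against 66.2% of the other X peaks, so that reads shared between copies may contribute to the height of those windows. Copies do not account for the whole excess over these 18 autosomes. Peaks with no further match numbered 2.89 per Mb on X, against 0.808 ± 0.572 on them, a difference of 3.64 SD. With all peaks that difference was 10.9 SD. Against all 19 autosomes, whose SD chromosome 5 widens, it fell from 3.65 SD with all peaks to 0.80 SD. Whether peaks at copies reflect SmcHD1 at those copies or the placement of reads stays open, and the near absence of such peaks in the mut list argues against antibody background.

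Chromosome 5 carried 1671 SmcHD1 wt peaks, or 23.9% of the list, and X and chromosome 5 together 49.5%. The tables argue against several technical explanations. Antibody background would be shared with mut, but the mut list held 21 peaks on chromosome 5, against 1671 in wt. The share of these wt peaks that overlapped a mut peak was 0.898% (0.545 to 1.48), against 4.16% on the other 18 autosomes (3.55 to 4.88). The small number of mut peaks caps both shares, so that the difference between them adds no evidence. With scores of at least 50 the density stayed 6.20 SD above the other autosomes, though at 3.39 peaks per Mb it was below the 4.19 of X, and per protein-coding gene it was 10.3 SD above them. Sequence shared with X was found for 2.87% of these peaks (2.17 to 3.79), against 8.27% on the other autosomes. Among peaks with no further match on their own chromosome, chromosome 5 had 9.33 per Mb, more than the 2.89 of X. Copy number in the wt clone could not be settled: the CTCF change of chromosome 5 from wt to mut was -0.89 SD from the other autosomes and the Rad21 change -0.78 SD, while from wt to somKO they were 0.76 and 0.65 SD, the opposite of what an extra copy in wt predicts. All lie within 1 SD, and peak numbers are a weak measure of copy number. Copy number and a difference in SmcHD1 binding therefore cannot be told apart from these lists. The study examined karyotypes of the wt and mut clones by microscopy, and wt input libraries exist, but neither was analysed here. A property of this single wt clone may be involved, which other clones would show.

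The gained share on X in mut was below every autosome for both antibodies, except that X ranked 18 of 20 for CTCF when overlap of 50% of both peaks was required. The low share came mainly from the part of X beyond 83 Mb, at 3.66% for CTCF against 14.1% before it, where the autosomes had 16.8% ± 3.93. Weighting autosomes to the scores of X peaks brought the CTCF difference from -7.79 to -3.49 points. Gained peaks are weak, so that the weighting removes part of any true difference, and a difference in strength cannot be told apart from a difference in gains. The X share lay -1.07 residual SD from the line that relates gained share to net change of peak number across the autosomes, and the Rad21 share -1.31. Gains are themselves part of the net change, so that the line removes part of any true difference in gains. These residuals therefore decide nothing about copy number, which cannot be told apart from a change in binding in peak lists alone. The study counted X chromosomes in the wt and mut clones by microscopy, which was not analysed here.

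Peaks gained in mut were more often present in somKO on X than on autosomes. For CTCF, 3 unchanged lists simulated against a shared wt list gave 80.1% on X, above the observed 66.2%, and 60.3% on autosomes. The shared wt list may therefore account for the excess on X. The tables argue against stronger peaks on X as the cause, since the CTCF difference was 17.2 points after weighting to the same scores and 18.8 points before, from pooled autosomes.

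In somKO, chromosome 8 rose more than the other autosomes, with a log2 change of 0.41 for CTCF, against 0.20 ± 0.06, and 0.71 for Rad21, against 0.39 ± 0.08. Split at its midpoint, the chromosome rose on both sides for both antibodies. The smallest rise was 2.28 SD above the like parts of the other autosomes, as a copy number difference of the whole chromosome could give. The study describes both somKO clones as triploid and painted chromosome 8 in the wt and mut clones, which was not analysed here. Across the 19 autosomes, the changes of CTCF and Rad21 went together. In mut Pearson's r was 0.911 and Spearman's rho 0.905 (permutation p 2e-05 for both, the smallest that 100000 permutations give), and r was 0.888 without the 2 chromosomes farthest from the median. In somKO r was 0.919 (p 2e-05), rho was 0.732 (p 0.00054) and r without the 2 farthest was 0.874. Both relations were computed across chromosomes of the same cells, which are not independent samples. No biological explanation was tested.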
